# Transcriptomic Profile of Primary Culture of Skeletal Muscle Cells Isolated from Semitendinosus Muscle of Beef and Dairy Bulls

**DOI:** 10.3390/ijms21134794

**Published:** 2020-07-07

**Authors:** Anna Ciecierska, Tomasz Motyl, Tomasz Sadkowski

**Keywords:** cattle, gene expression, microarray, myogenesis, satellite cells, skeletal muscle

## Abstract

The aim of the study was to identify differences in the transcriptomic profiles of primary muscle cell cultures derived from the semitendinosus muscle of bulls of beef breeds (Limousin (LIM) and Hereford (HER)) and a dairy breed (Holstein-Friesian (HF)) (*n* = 4 for each breed). Finding a common expression pattern for proliferating cells may point to such an early orientation of the cattle beef phenotype at the transcriptome level of unfused myogenic cells. To check this hypothesis, microarray analyses were performed. The analysis revealed 825 upregulated and 1300 downregulated transcripts similar in both beef breeds (LIM and HER) and significantly different when compared with the dairy breed (HF) used as a reference. Ontological analyses showed that the largest group of genes were involved in muscle organ development. Muscle cells of beef breeds showed higher expression of genes involved in myogenesis (including *erbb-3*, *myf5*, *myog*, *des*, *igf-1*, *tgfb2*) and those encoding proteins comprising the contractile apparatus (*acta1*, *actc1*, *myh3*, *myh11*, *myl1*, *myl2*, *myl4*, *tpm1*, *tnnt2*, *tnnc1*). The obtained results confirmed our hypothesis that the expression profile of several groups of genes is common in beef breeds at the level of proliferating satellite cells but differs from that observed in typical dairy breeds.

## 1. Introduction

It is known that different cattle breeds are characterized by a different structure and physiology of skeletal muscles. Beef breeds such as the late-maturing Limousin (LIM) and the early-maturing Hereford (HER) are expected to express differences in the amount of muscle and adipose tissue in the carcass relative to the typical dairy breed such as the Holstein-Friesian (HF). It still remains unknown as to which genes determine the interracial differences in the rate of growth and metabolism of the muscle tissue [1].

Literature data indicate that the ratio of skeletal muscles to the weight of carcass increases in the early period of bulls’ life and decreases from the sixth month due to additional deposition of the adipose tissue and connective tissue. However, around a 15-fold increase in the muscle mass occurs in this period [1,2]. It has been demonstrated that between 180 and 300 days of life the highest daily muscle tissue growth is observed, which is approximately 400 g per day, followed by a decrease. In addition, in the same period, a slow increase in the mass of adipose tissue is observed, which is approximately 100 g per day [2,3].

Satellite cells are small, undifferentiated, mononuclear precursor cells of the skeletal muscles found in adult individuals and involved in adaptive processes of growth, repair, and regeneration of the muscle tissue in the postnatal period [4,5,6]. Under physiological conditions, the satellite cells present in mature skeletal muscles remain quiescent until their activation (e.g., via muscle tissue injury) and constitute a pool of primary cells enabling the repair and regeneration of damaged muscle fibers as well as increasing muscle mass in the postnatal period [7,8,9]. In the postnatal period, the number of muscle fibers remains unchanged, while an intensive growth of muscle mass occurs as a result of fusion of satellite cells located directly at the growing muscles fibers. It has been determined that the majority of cell nuclei in muscle fibers of adult mammals originate from myoblasts, which were formed as a result of satellite cell divisions in the postnatal period [10]. The satellite cell proliferation process taking place in the juvenile growth period is highly important as it enables elongation of muscle fibers. Muscle growth occurring through hypertrophy in the postnatal period is primarily associated with an increase in the amount of nuclear DNA through the constant attachment of satellite cells to the growing muscle fibers. The increased amount of DNA in muscle fiber cells is responsible for the intensification of the protein synthesis process, which is followed by hypertrophy of the maturing muscle fibers [11].

Satellite cells are characterized by expression of the paired box transcription factor 7 (Pax7), required for the survival of satellite cells and prevention of premature differentiation of myogenic progenitor cells [12,13]. It turns out that Pax7 overexpression inhibits myogenesis through inhibition of MyoD expression and induction of myogenin, preventing the differentiation of muscle cells [12,14]. Determination and differentiation pathways are controlled by the MyoD family of myogenic regulatory factors (MRFs), including myogenic factor 5 (MYF5), myoblast determination protein 1 (MYOD), myogenin (MYOG), and myogenic regulatory factor 4 (MRF4), which coordinate with the myocyte enhancer factor-2 family factors to synergistically activate the transcription of genes specific for muscles through recruitment of the chromatin remodeling protein [15].

The aim of the study was to identify differences in transcriptomic profiles of primary muscle cell cultures of cattle breeds of varying performance. Our research hypothesis assumed that the differences in the cattle muscle phenotype are determined already at the transcriptome level of proliferating myogenic cells, which are the source of myoblasts fusing with muscle fibers during their growth and maturation. Better understanding of the factors responsible for the development of muscle tissue, as well as determination of the genes of key importance from the standpoint of the myogenesis process and muscle maturation, will enable determination of those responsible for greater growths of muscle tissue in bulls of beef breeds.

## 2. Results

### 2.1. Course of In Vitro Primary Culture of Muscle Cells

#### 2.1.1. Primary Skeletal Muscle Cell Culture

The microscopic observation of a continuous primary culture of muscle cells isolated from semitendinosus muscle collected from bulls of three cattle breeds, revealed on days 6, 10, and 14 of culture the differences in the rate and progress of cell division between the studied beef breeds (LIM and HER) and the dairy breed (HF). A higher number of proliferating muscle cells was observed in the culture of beef breeds (Figure S1).

#### 2.1.2. Differentiation Culture

On individual days of differentiation, considerably more intense formation of myotubes was observed in beef breeds compared to dairy breed. On the second day of differentiation, myoblasts aligned longitudinally, assumed a fusiform shape, and began to adhere to each other in beef breeds, indicating the start of the cell fusion into myotubes, whereas in the dairy breed, no elongated myoblasts were present. In the case of the culture of LIM and HER breeds, myotubes formed as a result of myoblasts fusion were perceptible already from the fourth day of differentiation, whereas the myotube formation in the HF breed can be only observed on the sixth day of differentiation (Figure S2). Previously published research performed on a similar primary skeletal muscle cell culture derived from the same individuals showed statistically significantly higher numbers of myotubes in beef breeds in comparison to the dairy breed [16].

The presence of a myosin heavy chain (MyHC) was determined in randomly selected cultures of cattle muscle cells, which is a marker of myogenic differentiation. Photographs taken using confocal microscope after six days of muscle cell differentiation (Figure S3) showed clearly formed multinucleated myotubes in individuals of the LIM, HER, and HF breeds, as well as the presence of myosin heavy chains in the myotubes. In addition, a higher number and greater size of myotubes were observed in beef breeds than in the dairy breed (Figure S3).

### 2.2. Transcriptomic and Ontological Analysis

The transcriptomic analysis allowed identification of 2147 common transcripts for muscle cells of beef breeds relative to the dairy breed, with statistically significant differences in expression (*p* ≤ 0.05; FC ≥ 1.3). 

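The transcript values came from 8 two-colour oligonucleotide arrays, each carrying RNA of a muscle cell culture of a beef bull beside RNA of a culture of an HF bull. On 4 arrays, HER cells were labeled with Cy3 and HF cells with Cy5, and on the other 4, LIM cells with Cy5 and HF cells with Cy3. The cells came from semitendinosus muscle of 15-month-old bulls and were taken while proliferating, at 80% confluence. Each comparison lay on a slide of its own, so breed, slide, and dye orientation cannot be told apart within a comparison. The dyes were reversed between the comparisons. Which HF bull was used on which array is not stated in the text. The authors deposited the scanner output of each array, with the brightness (intensity) of 44407 spots in both colors, and the red to green log ratio that the scanner software made from it. The intensities were corrected here for local background with the normexp method and an offset of 50, normalized within each array by loess, averaged over spots of one probe, and turned to log2 beef breed over HF. Spots marked as outliers by the scanner software were left out. Of 21475 probes, 17631 were well above background in at least 4 of the 16 channels and were tested. Between 68.8% and 85.2% of the probes were well above background in the beef breed channel of an array, and between 73.9% and 78% in the HF channel. Precision is limited by the 4 arrays per comparison, for which the smallest p of an exact two-sided sign-flip test is 0.125. The background step matters most for HER replicate 3, where 38 spots had a local red background above 500, up to 775167, against an array median of 37. With these backgrounds used as measured, the standard deviation of the log2 ratios over probes was 0.28 on that array, against 0.35 to 0.60 on the other HER arrays and 0.57 to 0.66 on the LIM arrays. With each local background that the scanner software marked as outlying replaced by the median of its array, it was 0.52, with 0.41 on HER replicate 4 and 0.57 to 0.67 on the other 6 arrays. The replacement was chosen after seeing the data, and its values are given only as a second reading.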

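Transcripts were called at the thresholds of the paper, an unadjusted p of at most 0.05, here from limma with all 8 arrays in one model, and a fold change of at least 1.3. In LIM relative to HF, 5007 of the 17631 probes passed, with 2692 higher and 2315 lower. In HER relative to HF, 1750 passed, with 808 higher and 942 lower, and 1435 probes passed in both comparisons. With Benjamini-Hochberg adjustment of the limma p at 0.05, 4238 probes passed for LIM, 0 for HER, and 0 for both. Without background correction, 3196 probes passed in both comparisons and 3297 passed the adjusted threshold for HER. When the outlying backgrounds were replaced, 2897 passed in both and 2979 passed the adjusted threshold for HER. Leaving out HER replicate 1 lowered the common count to 632, and leaving out HER replicate 3 raised it to 1972.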

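Of the 1435 transcripts called in both comparisons, 1433 changed in the same direction and 2 in opposite directions. For 1256 of the 1433, the ratio had one sign on all 8 arrays. Over the 17631 probes, the mean log2 ratios of LIM and HER correlated with r = 0.831 (across probes, which are not independent replicates), and 76.6% of the probes had the same sign in both. Both comparisons use HF cultures, so some overlap arises without any effect of breed. In 100 simulations of unchanged groups against shared HF cultures, the number of common transcripts with the same direction had a median of 3.5 and a maximum of 920, and the correlation a median of 0.45 and a maximum of 0.958. In a model with a beef effect and a gene-specific dye effect over all 8 arrays, 3284 probes had a beef effect past an adjusted p of 0.05 in limma with a fold change of at least 1.3. The dye effect of this model is the LIM minus HER difference divided by 2, so it cannot be told apart from a difference between those breeds or slides. Without HER replicate 1, 631 common transcripts had one direction. A difference between LIM and HER in their ratio to HF passed the same adjusted threshold in limma for 0 probes, the unadjusted one for 1533, and the adjusted one for 176 with HER replicate 1 left out, 1422 with array weights, and 41 with the scanner log ratios.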

A total of 2125 common transcripts, showing expression change in the same direction in both beef breeds, were selected for further analyses (Figure 1). Such a selection criterion will enable identification of the key genes involved in myogenesis regulation in beef cattle, thus enabling determination of the genes conditioning the cattle phenotype with greater muscle mass growth. 

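Among the 1433 common transcripts with one direction, 663 were higher and 770 were lower in LIM and HER cells than in HF cells. The split depended on the normalization. With each array centred on its median in place of loess, 808 were higher and 192 lower. Without background correction 1732 were higher and 1450 lower, and with the log ratios of the scanner software 1909 were higher and 2261 lower. Replacing the outlying backgrounds by the array median gave 1561 higher and 1330 lower. Without HER replicate 1, 292 were higher and 339 lower.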

Of the 2125 identified transcripts, 825 were characterized by greater expression and 1300 by lower expression in the case of LIM and HER bulls, relative to HF bulls. Finally, the subsequent ontological analyses took into account all nonduplicated genes common for beef breeds (1413), with the same direction of expression change, the expression of which was subject to at least a 1.3-fold change in both comparisons.

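Gene names were taken from the RefSeq accession of each probe through a table of bovine genes on assembly ARS-UCD2.0. Of 20693 accessions on the array, 7793 were found in that table. Among the 1433 common transcripts with one direction, 626 probes had a name, and they stood for 622 different genes (302 without HER replicate 1). The count covers named probes only, whereas the paper also matched unnamed sequences by their similarity to known mRNA, so both numbers rest on different naming.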

Analysis of the identified common genes (1413) was performed to determine their involvement in biological processes. Ontological analysis demonstrated that the genes which had significant change in their expression are associated with 14 biological processes (Figure 2A), 8 developmental processes (Figure 2B), and 6 system developments (Figure 2C). The process associated with muscle organ development was represented by 21 genes (Table S1).

In addition, an ontological analysis assigned the common genes identified from proliferating muscle cells of beef breed bulls to 601 biological processes (*p* ≤ 0.05; Pathway Studio). Table S2 demonstrates only those biological processes that are associated with the skeletal muscle organ development and additionally includes processes occurring in smooth and cardiac muscles.

For a better and more detailed understanding of the processes, with which the genes common for LIM and HER are associated, an additional, supplementary ontological analysis was performed (Database for Annotation, Visualization, and Integrated Discovery—DAVID) and assigned the selected common genes to 10 biological processes associated with muscle development, enabling a more detailed interpretation of the results (Table S3).

Further analyses took into account the group of genes common for LIM and HER breeds which were assigned by the DAVID to the process associated with muscle organ development. This process was represented by a group of 43 genes presented in Table 1.

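Of the 43 genes, 37 had a probe found by gene name or by the accession in Table 1, and *igf1*, *sgca*, *speg*, *fkbp1a*, *utrn*, and *smad7* were not analysed here. *Homer1* was read by a probe for another transcript of the gene. Of the 37 genes, 29 had a higher mean in LIM than in HF and 8 a lower one, and in HER the numbers were 29 and 8. At an unadjusted limma p of at most 0.05 and a fold change of at least 1.3, 32 genes passed for LIM, 26 for HER, and 25 for both. With Benjamini-Hochberg adjusted p, 31 passed for LIM and 0 for HER over all probes tested, and 32 and 19 adjusted over the list alone, which is not independent evidence since the list was chosen on these samples. The 12 genes that did not pass in both comparisons were *eln*, *ttn*, *erbb3*, *sgce*, *foxo4*, *myh11*, *myl6*, *gata6*, *srpk3*, *tdgf1*, *foxc2*, and *nf1*. After replacement of the outlying backgrounds, 31 genes passed in both, and without HER replicate 1 only 13 did. For *unc45b* in both comparisons and *ttn* in LIM, the HF channel was not well above background on any array, so the sizes of their log2 ratios are uncertain. They were 0.83 for *unc45b* in LIM, 0.39 in HER (from 0.18 to 0.53 without 1 HER array), and 0.41 for *ttn* in LIM (from 0.21 to 0.56 without 1 LIM array).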

A network of relationships of the identified genes common for LIM and HER was created showing intergene interactions and their classification to the following biological processes linked to muscle organ development: myogenesis (17 genes), myoblast proliferation (9), myoblast differentiation (6), and myoblast fusion (5) (Figure 3).

### 2.3. Result Verification with the Use of qPCR Method

For the purposes of results verification, seven genes were selected, demonstrating similar changes of expression in both beef breeds as compared with the dairy breed and associated with the process of muscle organ development. Results obtained using the real-time polymerase chain reaction (qPCR) method demonstrated a higher level of expression in all examined genes linked to the development of the muscle organ: *myf5*; desmin (*des*); *myog*; erb-b2 receptor tyrosine kinase 3 (*erbb3*); myosin heavy chain (*myh3*); myosin light chain (*myl2*); and insulin like growth factor 1 (*igf-1*) in the primary culture of cells isolated from the semitendinosus muscle in beef breed bulls (Figure 4). These results confirm those obtained from the microarray analysis.

## 3. Discussion

The present study focused on a group of genes related to muscle organ development. Statistically significant differences observed in their expression between beef breed bulls and dairy breed bulls (Table 1) may point to their significant involvement in the process of growth and development of muscles in beef breeds. 

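For a few genes of Table 1, picked after their values were seen, the model with a dye term gave these results. The beef effect of *csrp2* was -1.06 on the log2 scale (limma adjusted p = 0.00631), that of *hand1* -1.08 (limma adjusted p = 0.00372), and that of *ppp3ca* -0.62 (limma adjusted p = 0.00391), lower in beef cells on 8 of 8 arrays for each. Among the genes with a higher level, *hspg2* had a beef effect of 2.34 (limma adjusted p = 0.00363) and *itga7* one of 1.41 (limma adjusted p = 0.00363), both higher on 8 of 8 arrays. With median centring in place of loess, *hand1* (-0.93 in LIM and -0.31 in HER) and *ppp3ca* (-0.21 and -0.38) passed the unadjusted threshold in neither comparison, and *csrp2* passed it in LIM (-0.75) and not in HER (-0.74). With scaling between arrays after loess, the LIM ratios of *csrp2*, *hand1*, *ppp3ca*, *hspg2*, and *itga7* did not pass it, at -0.72, -0.93, -0.46, 1.66, and 0.97. Their HER ratios passed it with that scaling, at -1.83, -1.34, -0.95, 4.31, and 2.78. From the differences between beef and dairy bulls in this group of genes, the paper proposes that the genes take part in the growth and development of muscle in beef breeds.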

We developed a network of relationships of the identified genes common for LIM and HER, assigned by the DAVID to the process associated with muscle organ development (Figure 3): myogenesis (17 genes: *des*; *erbb3*; forkhead box C2 (*foxc2*); GATA binding protein 6 (*gata6*); *igf-1*; integrin alpha 7 (*itga7*); *myf5*; *myl2*; *myh3*; *myog*; sarcoglycan alpha (*sgca*); SMAD family member 7 (*smad7*); striated muscle enriched protein kinase (*speg*); SRSF protein kinase 3 (*srpk3*); teratocarcinoma-derived growth factor 1 (*tdgf1*); transforming growth factor beta 2 (*tgf-β2*); utrophin (*utrn*)); myoblasts proliferation (9 genes: *des*; *foxc2*; FKBP prolyl isomerase 1A (*fkbp1a*); *igf-1*; *itga7*; *myf5*; *myog*; protein phosphatase 3 catalytic subunit alpha (*ppp3ca*); *tgf-β2*); myoblasts differentiation (6 genes: *des*; *foxc2*; homer scaffold protein 1 (*homer1*); *igf-1*; *myf5*; *myog*); and myoblasts fusion (5 genes: *des*, *erbb3*, *igf-1*, *myf5*, *myog*) (Figure 3).

The first genes identified and validated by qPCR are *myf5* and *myog* (Figure 4, Table 1). Both were assigned to processes associated with myogenesis, myoblast proliferation, myoblast differentiation, and myoblast fusion (Figure 3). It is well-known that *myf5* and myogenin belong to MRFs and play a significant role in the development and growth of skeletal muscles. This regulation consists of activation of quiescent satellite cells, their proliferation, differentiation, and fusion into multinucleated myotubes, maturing into functional muscle fibers [7,8,10].

*Myf5* is a muscle-specific factor, which undergoes expression at the earliest stage during the development of skeletal muscles, and its expression is necessary to direct myogenic cells [17,18]. Activated satellite cells exhibit *myf5* expression, as it is the first factor that promotes their proliferation [19]. In numerous studies, a higher level of *myf5* expression in proliferating muscle cells was observed as well as a decrease in the number of cells as a result of *myf5* downregulation [20,21,22]. In the study conducted by Coles et al. [23], a higher level of *MYF5* expression and higher proliferation potential of myoblasts originating from the muscle was observed in Angus and HER breeds than in the Wagyu breed and was positively correlated with higher muscle mass in these breeds. Consequently, the higher *myf5* expression level in proliferating cells from beef bulls demonstrated herein (Figure 4, Table 1) may further contribute to the higher muscle mass growths in individuals of beef breeds, which are characterized by a significantly higher share of muscle in carcasses, and higher dressing percentage and content of valuable cuts than the dairy breed [24,25].

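For *myf5* (probe of NM_174116), the log2 ratio to HF was 2.04 ± 0.60 (SD, n = 4) in LIM (limma adjusted p = 0.00349) and 0.67 ± 0.54 (SD, n = 4) in HER (limma adjusted p = 0.274), with a higher level on 4 of 4 arrays of each comparison. The HER ratio passed the unadjusted threshold with all 4 arrays, and did not with replicate 1, 2, or 4 left out, the values then lying between 0.44 and 0.88 over the 4 ways of leaving out an array. HER replicate 3 had a ratio of 0.03. With its outlying backgrounds and those of the other arrays replaced, the HER ratio was 1.21 ± 0.52 (SD, n = 4; limma adjusted p = 0.013). The ratios of LIM and HER did not differ past the threshold (limma adjusted p = 0.184).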

Myogenin plays a key role in the development of skeletal muscles during the process of myoblast differentiation. As a result of induction of differentiation, myogenin translocates from the cytoplasm to the nucleus, which allows cells to begin this process [26]. Myogenin expression, despite being lower in proliferating than in differentiating myoblasts, begins before the cells leave the cellular cycle and enter the postmitotic stage, determining fusion with neighboring cells [20,27,28,29,30]. The ultimate differentiation of myogenic progenitor cells is characterized by early MYOG expression, followed by myofibrillar protein expression, such as the myosin heavy chain, right before fusion with the forming myotubes [31,32]. Myogenin expression was also demonstrated in proliferating and differentiating bovine satellite cells [33,34]. It is likely that at least some of the tested cells isolated from semitendinosus muscle in LIM and HER breeds of cattle had already commenced differentiation which determines fusion into multinucleated myotubes, indicating increased expression of myogenin and other genes described in the following part of the Discussion, including *myl2*, *myh3*, actin alpha 1 skeletal muscle (*acta1*), actin alpha cardiac muscle 1 (*actc1*), tropomyosin 1 (*tpm1*), troponin T2, cardiac type (*tnnt2*), and troponin C type 1, slow (*tnnc1*). These genes play a key role in the differentiation and fusion of muscle cells, and also have a positive impact on the process of myogenesis of skeletal muscles [35,36,37,38].

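The log2 ratio of *myog* (probe of NM_001111325) to HF was 1.77 ± 0.42 (SD, n = 4) in LIM (limma adjusted p = 0.00506) and 1.08 ± 0.79 (SD, n = 4) in HER (limma adjusted p = 0.171), higher on 8 of 8 arrays. In HER it stayed past the unadjusted threshold with each array left out in turn, between 0.78 and 1.41. Replacing the outlying backgrounds gave 1.88 ± 0.36 (SD, n = 4; limma adjusted p = 0.00287) in HER. With scaling between arrays after loess, the LIM ratio of *myog* was 1.10 and did not pass the unadjusted threshold, whereas the HER ratio was 1.70 and passed. The fit uses one estimate of the spread for both comparisons, so the spread of the scaled HER arrays counts for LIM too. Of the other regulators of myogenesis on the array, *myod1* had ratios of 0.91 ± 0.49 (SD, n = 4) in LIM and 0.92 ± 1.11 (SD, n = 4) in HER, past the unadjusted but not the adjusted threshold (limma adjusted p = 0.0989 and 0.29), higher on 4 of 4 and 3 of 4 arrays. The LIM ratio of *myod1* no longer passed without any 1 of the LIM arrays (0.68 to 1.05), nor the HER ratio without HER replicate 2, 3, or 4 (0.39 to 1.25). In LIM *myod1* did not pass without background correction either (0.91), nor with the scanner log ratios (0.88) or array weights (0.90), and with scaling between arrays it passed in neither comparison (0.55 in LIM and 3.49 in HER). *Myf6* had 0.68 ± 0.51 (SD, n = 4) in LIM (limma adjusted p = 0.033) and 0.26 ± 0.35 (SD, n = 4) in HER (limma adjusted p = 0.5), the latter past neither threshold, higher on 4 of 4 and 3 of 4 arrays. Without 1 array, the ratio of *myf6* lay between 0.45 and 0.81 in LIM and stayed past the unadjusted threshold. In HER it lay between 0.09 and 0.35 and did not pass. The HER ratio of *myf6* passed the unadjusted threshold without background correction (0.82) and with the scanner log ratios (1.15). It also passed with the outlying backgrounds replaced, at 0.67 (limma adjusted p = 0.0435).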

Higher *myog* expression in beef breeds may also stem from the elevated *igf-1* expression, which was upregulated in beef breeds (Figure 4, Table 1). IGF-1 stimulates MRFs such as MyoD, myogenin, and MYH3 [39,40,41,42]. According to functional analysis, *igf-1* was assigned to the following biological processes: myogenesis, myoblast proliferation, myoblast differentiation, and myoblast fusion (Figure 3). In addition, IGF-1 is considered to be a factor involved in muscle tissue hypertrophy and regeneration processes [41,43]. An elevated IGF-1 level stimulates the synthesis of skeletal muscle proteins, primarily myofibrils such as actins, troponins, tropomyosins incorporated into thin myofilaments, and myosin included in thick myofilaments. These proteins comprise approximately 80% of the sarcoplasm of muscle fibers and participate in the construction of sarcomere. Elevated synthesis of structural proteins contributes to better growth of muscle tissue [44,45]. It is worth noting that various expression levels of IGF1 may result from DNA mutations and differences in single nucleotide polymorphisms (SNPs) prevalence between the examined breeds. Previous studies have shown the effect of the SNP of the IGF-1 gene on the growth rate and meat production traits in beef cattle such as: Limousin and Hereford [46], Angus [47,48], Montbeliarde [49], and Hanwoo [50]. It is possible that the higher *igf-1* expression level in LIM and HER bulls compared with HF further contributes to achieving higher muscle mass growth in typical beef breeds.

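Among the myosin light chains, the log2 ratio of *myl1* to HF was 2.65 ± 1.15 (SD, n = 4) in LIM and 1.46 ± 1.53 (SD, n = 4) in HER (limma adjusted p = 0.0146 and 0.29). For *myl2* it was 2.97 ± 0.57 (SD, n = 4) in LIM and 1.75 ± 1.79 (SD, n = 4) in HER (limma adjusted p = 0.00953 and 0.241), and for *myl4* 1.31 ± 0.35 (SD, n = 4) in LIM and 0.71 ± 0.86 (SD, n = 4) in HER (limma adjusted p = 0.0137 and 0.29). All 3 passed the unadjusted threshold in both comparisons, and the HER ratio of each no longer did with HER replicate 1 or 4 left out, and the means ranged from 0.85 to 1.94, 1.06 to 2.34, and 0.32 to 0.95 over the 4 ways of leaving out a HER array. With array weights the HER ratios did not pass either (0.71, 0.98, and 0.37). In LIM all 3 were higher on 4 of 4 arrays, and in HER *myl1* on 4 of 4 and *myl2* and *myl4* on 3 of 4. On LIM replicate 2, *myl2* had a ratio of 2.13, below the 3.16 to 3.37 of the other LIM arrays. *Myh11* had a ratio of 0.31 ± 0.19 (SD, n = 4) in LIM, which did not pass though higher on 4 of 4 arrays (limma adjusted p = 0.223), and 0.45 ± 0.54 (SD, n = 4) in HER, which was higher on 3 of 4 arrays and passed the unadjusted threshold only (limma adjusted p = 0.287), and not without HER replicate 1, 2, or 4, with means from 0.19 to 0.61. With the scanner log ratios *myh11* passed in both comparisons (1.16 in LIM and 1.96 in HER), and with median centring in neither (0.09 and 0.46). With the outlying backgrounds replaced, the HER ratios of *myl1*, *myl2*, *myl4*, and *myh11* were 2.37, 2.24, 1.19, and 1.11 on the log2 scale.

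**Figure D1:**
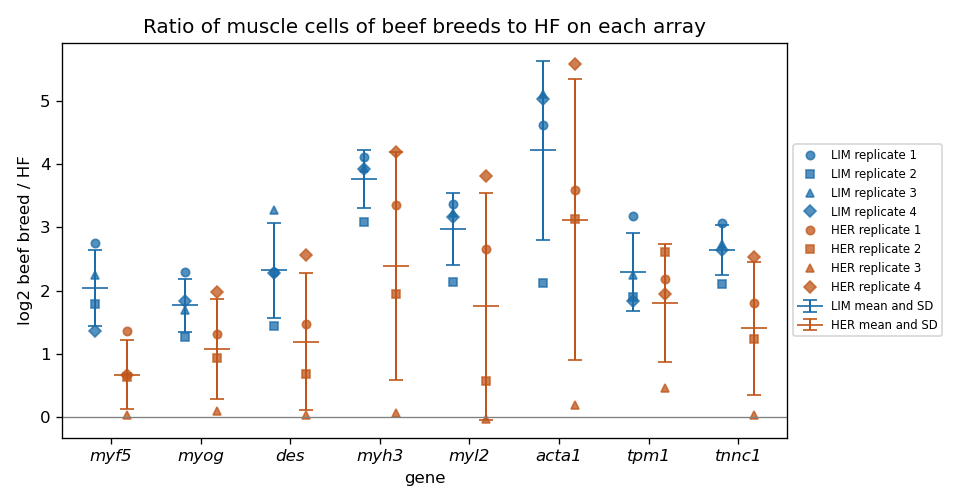
Log2 ratio of the beef breed to HF (vertical axis) on each of the 8 arrays for 8 muscle genes (horizontal axis), with LIM in blue and HER in orange, a symbol for each replicate, and the mean with its SD as a bar. For *acta1*, HER replicate 3 lies at 0.20, and LIM replicate 2 at 2.12.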

Results of the transcriptomic analysis performed as part of the present study demonstrated that muscle cells of beef cattle are characterized by a higher expression level of genes associated with myosin heavy chains (*myh3* and *myh11*) as well as genes associated with myosin light chains (*myl1*, *myl2*, *myl4*) (Figure 4, Table 1). These genes were classified to the myogenesis process (Figure 3). Myosin light chains (MYL1, MYL2) constitute myosin complex components and can act as a molecular motor providing energy to muscle contraction [51]. An elevated expression level of *myh3* and *myl2* genes was identified during the differentiation of cattle [33,52], mouse [53], and human satellite cells [54]. On the contrary, lowered expression of *MYH3* and *MYL2* was shown in muscle cells deprived of myogenin [33]. Myosin heavy chains 3 (MYH3) undergoes expression in skeletal muscle cells, promotes cell fusion into myotubes [35,55], and its expression is positively correlated with higher growth of muscle mass in cattle [56,57]. Similar relationships were observed in the present study, with a higher *myh3* expression level in beef bulls (Figure 4, Table 1). Additionally, a reduced *myh3* level was observed in myoblasts with lowered IGF-1 expression, however, the administration of IGF-1 to the medium resulted in elevated *Myh3* expression [58]. It is possible that elevated myogenin and *igf-1* expression necessary for the normal course of myogenesis, also identified in LIM and HER bulls, are responsible for increased *myh3* and *myl2* expression and may influence muscle development in bulls from beef breeds.

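The log2 ratio of *myh3* (probe of NM_001101835) to HF was 3.76 ± 0.46 (SD, n = 4) in LIM (limma adjusted p = 0.00475) and 2.39 ± 1.80 (SD, n = 4) in HER (limma adjusted p = 0.168), higher on 8 of 8 arrays. The HER arrays were spread widely, with 0.07 on replicate 3 and 4.18 on replicate 4. Without 1 of the HER arrays, the mean lay between 1.79 and 3.16 and stayed past the unadjusted threshold. After the outlying backgrounds were replaced, HER had 3.52 ± 0.47 (SD, n = 4; limma adjusted p = 0.00152). With scaling between arrays after loess, the LIM ratio was 2.34 and did not pass that threshold, whereas the HER ratio was 3.55 and passed. In the model with a dye term the beef effect was 3.07 (limma adjusted p = 0.00363).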

Other genes that may constitute significant regulators of growth and development of skeletal muscles are *acta1* and *actc1*, *tpm1*, *tnnc1*, and *tnnt2* (Figure 3, Table 1). 

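*Acta1* had a log2 ratio to HF of 4.22 ± 1.41 (SD, n = 4) in LIM and 3.12 ± 2.22 (SD, n = 4) in HER (limma adjusted p = 0.00912 and 0.174), and *actc1* of 3.49 ± 0.50 (SD, n = 4) in LIM and 2.29 ± 1.32 (SD, n = 4) in HER (limma adjusted p = 0.00349 and 0.16). For *tpm1* the ratios were 2.29 ± 0.62 (SD, n = 4) in LIM and 1.80 ± 0.94 (SD, n = 4) in HER (limma adjusted p = 0.00472 and 0.16), and for *tnnc1* 2.64 ± 0.40 (SD, n = 4) in LIM and 1.40 ± 1.05 (SD, n = 4) in HER (limma adjusted p = 0.00366 and 0.168). These 4 genes were higher on 8 of 8 arrays and stayed past the unadjusted threshold in HER with each HER array left out in turn. In LIM they did not pass it with scaling between arrays after loess, at 2.67 for *acta1*, 2.16 for *actc1*, 1.39 for *tpm1*, and 1.63 for *tnnc1*. Their HER ratios passed it with that scaling, at 5.27, 4.71, 3.97, and 2.18. *Tnnt2* had 1.78 ± 0.50 (SD, n = 4) in LIM and 0.99 ± 1.17 (SD, n = 4) in HER (limma adjusted p = 0.0142 and 0.286), and its HER ratio, higher on 3 of 4 arrays, no longer passed without replicate 1 or 4, with means from 0.46 to 1.32 as each HER array was left out, nor with array weights (0.54). With the outlying backgrounds replaced, the HER ratios of *acta1*, *actc1*, *tpm1*, *tnnc1*, and *tnnt2* were 4.29, 2.95, 2.13, 2.21, and 1.86, with limma adjusted p between 0.00216 and 0.00575.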

The elevated expression level of the aforementioned muscle-specific genes in myoblasts differentiating into multinucleated myotubes was confirmed [59,60,61,62] and may be responsible for an elevated level of proteins forming a contractile apparatus, thus contributing to a more intensive hypertrophy of muscle tissue observed in beef breeds at a later stage of skeletal muscle development. The expression of genes encoding proteins of the contractile apparatus may be stimulated by the aforementioned myogenin and IGF-1 [63,64]. It is a known fact that in the early stages of myoblast differentiation, the MyoD+/MYOG+ myocytes begin to accumulate muscle-specific ACTA1 and MYH3. Subsequently, myocytes may fuse, forming α-actinin+/MYOG+ multinucleated myotubes, and finally, muscle fibers [65].

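For *tgfb2* (probe of NM_001113252), the log2 ratio to HF was 1.32 ± 0.71 (SD, n = 4) in LIM (limma adjusted p = 0.0139) and 0.85 ± 0.61 (SD, n = 4) in HER (limma adjusted p = 0.249), and each of the 8 arrays had a higher level in the beef cells. The HER ratio passed the unadjusted threshold, but not with replicate 1 or 2 left out, with means from 0.65 to 1.11 as each HER array was left out. With scaling between arrays after loess, *tgfb2* passed it in neither comparison (0.76 in LIM and 1.74 in HER). On the values with the outlying backgrounds replaced it was 1.24 ± 0.53 (SD, n = 4; limma adjusted p = 0.0181).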

Another gene identified via microarray analysis, the expression of which was higher in cells, originating from beef breeds is transforming growth factor, beta 2 (*tgf-β2*) (Table 1). *Tgf-β2* was classified to biological processes associated with myogenesis and myoblast proliferation (Figure 3). *Tgf-β2* is a factor belonging to the TGF-β superfamily, which regulates skeletal muscle growth, stimulating the proliferation of skeletal muscle satellite cells [66]. Rudolf et al. [67] demonstrated that exogenous TGF-β2 stimulation restores muscle regeneration potential by disturbing the level of β-catenin in satellite cells. Szcześniak et al. [68] revealed that the expression of the *tgf-β2* gene was downregulated in equine satellite cells (ESC) treated with β-hydroxy-β-methyl butyrate (HMB). However, this study was conducted on differentiating cells.

Desmin, which showed higher expression in muscle cells of beef breed individuals, is another important gene involved in the process of muscle organ development (Figure 4, Table 1). 

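The log2 ratio of *des* (probe of NM_001081575) to HF was 2.32 ± 0.75 (SD, n = 4) in LIM (limma adjusted p = 0.00697) and 1.19 ± 1.09 (SD, n = 4) in HER (limma adjusted p = 0.252). All 8 arrays had a higher level in the beef cells, by only 0.04 on HER replicate 3. In HER the ratio passed the unadjusted threshold with 4 arrays and not without replicate 1 or 4, with values from 0.73 to 1.57 as each array was left out, nor with array weights (0.80). Once the outlying backgrounds were replaced, it was 2.08 ± 0.42 (SD, n = 4; limma adjusted p = 0.00447).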

Functional analysis demonstrated its association with the myogenesis, proliferation, differentiation, and fusion of myoblasts (Figure 3). Desmin is the key protein of the muscle cell cytoskeleton, located on thin (actin) myofilaments, and responsible for the normal function of muscle cells, including integrity of the internal environment and regulation of the location and function of the contractile apparatus, cell nucleus, and mitochondria [69]. Desmin is a muscle-specific protein expressed at the beginning and the end of the myogenic program and accumulated during in vitro myogenesis and is one of the key markers of muscle differentiation [70,71]. During myogenesis, desmin is subject to expression in undifferentiated muscle cells, myotubes, and muscle fibers, and its expression precedes that of other proteins of the contractile apparatus, such as actin, myosin, troponin, and tropomyosin and also precedes the expression of muscle-specific genes, such as *myod*, *myf5*, *myog*, and *mrf4* [72,73]. Therefore, such an early appearance of desmin mRNA confirms its key role in the development and function of muscle cells. Moreover, Yu et al. [19] demonstrated that IGF-1 administration considerably increased the expression of myogenic factors, including desmin. Higher desmin expression in LIM and HER bulls may depend on the higher *igf-1* expression in beef breeds (Table 1).

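*Erbb3* (probe of NM_001103105) had a log2 ratio to HF of 0.47 ± 0.21 (SD, n = 4) in LIM, higher on 4 of 4 arrays (limma adjusted p = 0.00926). In HER the ratio was 0.14 ± 0.17 (SD, n = 4), higher on 3 of 4 arrays, and a difference from HF was not detectable (limma adjusted p = 0.452). As each HER array was left out, the HER ratio lay between 0.06 and 0.19 and did not pass. With the log ratios of the scanner software, *erbb3* passed the unadjusted threshold in both comparisons, at 1.54 in LIM and 0.65 in HER. With median centring in place of loess it passed in neither (0.27 and 0.09), nor did it with scaling between arrays after loess (0.30 and 0.11). The HER ratio did not pass with the outlying backgrounds replaced, at 0.26 ± 0.11 (SD, n = 4; limma adjusted p = 0.173). The ratios of LIM and HER were not shown to differ from each other (limma adjusted p = 0.306). In the model with a dye term over both comparisons, the beef effect was 0.30 (limma adjusted p = 0.0119).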

The last identified gene that was classified to myogenesis processes and myoblast fusion, the expression of which was higher in muscle cells in beef breeds, is *erbb3* (Figure 3 and Figure 4, Table 1). *Erbb3* encodes the tyrosine surface receptor for neuregulin (NRG) also expressed in cultured myotubes. NRG participates in several processes associated with the development of skeletal muscles, such as myogenesis, muscle fiber survival, and muscle spindle development [74,75]. Muscle cells commencing the differentiation process secrete neuregulin that is necessary for the induction of the early stage of differentiation [76,77]. As a myogenic factor, NRG promotes myogenin expression, thus stimulating myoblasts for withdrawal from the cellular cycle and beginning differentiation, inducing fusion to multinucleated myotubes and formation of the muscle spindle through an increase in MyHC expression [78,79,80]. It has been revealed that NRG increases protein synthesis, contributing to the regulation of skeletal muscle mass [79,81]. On the contrary, Sadkowski et al. [24] revealed a decreased level of *erbb3* expression in the tissue of semitendinosus muscle in LIM and HER bull breeds as in the HF breed. However, it should be emphasized that the study was carried out on a fully mature muscle tissue, with an established number of muscle fibers. Thus, it seems that the higher *erbb3* expression observed in muscle cells from both beef breeds (Figure 4, Table 1) is associated with proliferation and may be highly important for the regulation of this process.

In conclusion, a higher expression level of genes identified in the cell cultures isolated from semitendinosus muscle of LIM and HER breeds may indicate their significant role in the processes of the formation and maturation of skeletal muscle in beef cattle. Hence, it is plausible that the increased differentiation stimulation by key genes associated with the general myogenesis process such as *myf5*, *myog*, *des*, *igf-1*, *erbb3*, and *tgfb2*, and elevated contractile apparatus proteins levels such as *acta1*, *actc1*, *myh3*, *myl2*, *tpm1*, *tnnt2*, and *tnnc1* responsible for building a significant portion of the muscle fiber mass, is the mechanism that allows the greater growth and development rate of muscle tissue in cattle classified as beef breeds. It needs to be highlighted that myogenin and IGF-1 could be the main factors orchestrating the aforementioned genes by the stimulation of differentiation progression and protein synthesis necessary for higher muscle mass growth. As a summary, the involvement of the identified genes in the distinct processes associated with the development and maturation of muscle fibers with a fully developed contractile apparatus is presented in Figure 5.

This study extends the current knowledge about genes’ involvement in the myogenesis process and describes their effect on the skeletal muscle development in the studied cattle breeds. The results of this study can be useful in selecting cattle towards highly efficient beef production which may have economic significance.

## 4. Materials and Methods 

### 4.1. Ethics Statement

This study complies with national and institutional guidelines of the use of animals in research according to the Polish Legal Act of January 21, 2005. Since sample collection was performed during routine slaughter and no additional procedures that were harmful or painful for the animals were applied, this study did not require a formal ethics approval.

### 4.2. Animals and Cell Samples

Transcriptome analyses were conducted on primary cultures of skeletal muscle cell isolated from semitendinosus muscle of 15-month-old bulls. The experimental group was composed of four bulls of each breed of varying performance (HER and LIM beef bulls; HF dairy bulls—a reference). The bulls were housed, fed, and slaughtered at the age of 15 months as described earlier [16,82].

Samples of semitendinosus muscle were immediately taken after the slaughter of the animals in an abattoir and washed four times in phosphate-buffered saline (PBS, Sigma-Aldrich, Saint Louis, MO, USA) with an antibiotic at decreasing concentration (40,000 and 20,000 units Penicillinum crystallisatum /100 mL PBS) (Penicillinum crystallisatum TZF; Polfa Tarchomin, Warsaw, Poland). Next, skeletal muscle samples were cleaned from connective and adipose tissue and cut into small pieces using sterile surgical instruments. Fragmented samples were suspended in sterile fetal bovine serum (FBS) with 10% dimethyl sulfoxide (DMSO) (Sigma-Aldrich, Saint Louis, MO, USA). The prepared samples were gradually cooled to −80 °C and then stored in liquid nitrogen until satellite cell isolation.

### 4.3. Skeletal Muscle Cells Isolation, Proliferation, and Differentiation

To isolate muscle cells, samples of semitendinosus muscle were thawed immediately in a water bath and subsequently washed in PBS with Penicillinum crystallisatum. After PBS aspiration, the incubation medium (Dulbecco’s modified Eagle medium (DMEM) (Gibco, Life Technologies, Carlsbad, CA, USA), Pronase from *Streptomyces griseus* (Sigma-Aldrich, Saint Louis, MO, USA) at 0.5 mg/mL, 10% FBS, Penicillinum crystallisatum) was added. Samples were incubated for 1.5 h at 37 °C with constant mixing. Afterwards, the suspension with isolated muscle cells was sieved through a 70-µm nylon filter to separate tissue debris. The filtrate-containing cells were centrifuged three times and resuspended in proliferation medium (10%FBS/DMEM/1% penicillin–streptomycin and 0.5% amphotericin B (Gibco, Life Technologies, Carlsbad, CA, USA)) and transferred to Primaria tissue culture flasks (Becton Dickinson, Franklin Lakes, NJ, USA). The 1-h preplating applied four times finally allowed for achieving 60–70% myoblast purity [16]. Next, 100,000 cells were transferred to culture flasks. Isolated muscle cells of beef and dairy breeds were cultured in proliferation medium until 80% of confluence, which was changed every 48 h. Then, the cells were trypsinized and centrifuged, the supernatant was discarded, and the cell pellet was frozen for further analysis.

### 4.4. Immunocytochemical Analysis

A part of the isolated cells was cultured to obtain 90% of confluence. Then, the proliferation medium was replaced with a differentiation medium (2% horse serum-HS (Gibco, Life Technologies, Carlsbad, CA, USA)/DMEM/1% penicillin–streptomycin and 0.5% amphotericin B) in the next 6 days in order to validate the type of isolated cells, using immunofluorescence, and carry out morphological analysis of the culture. The differentiation medium was replaced every 48 h. After the sixth day, the cells were fixed with 0.25% paraformaldehyde (Sigma-Aldrich, Saint Louis, MO, USA) for 30 min, washed with PBS, and incubated in ice-cold 70% methanol. Then, cells were incubated with rabbit primary anti-MyHC antibody (Santa Cruz Biotechnology, Dallas, TX, USA) diluted 1:100 with PBS for 1 h. In addition, anti-rabbit secondary antibody conjugated with Alexa Fluor 488 fluorescent dye (Sigma-Aldrich, Saint Louis, MO, USA) suspended in PBS (1:500 dilution) was added and incubated for 1 h. To stain the nuclei, the cells were incubated for 30 min in a solution of 7-aminoactinomycin D (7AAD; Sigma-Aldrich, Saint Louis, MO, USA) (5 mg/mL). The cells were observed using the FV-500 confocal laser scanning microscope (Olympus Optical Co., Hamburg, Germany).

### 4.5. RNA Isolation and Validation

Total RNA was isolated from muscle cells using a Total RNA kit (A&A Biotechnology, Gdynia, Poland) according to the manufacturer’s instructions. Samples were validated using a Nanodrop spectrophotometer (Nanodrop Technologies, Wilmington, DE, USA) and Bioanalyzer 2100 (Agilent Technologies, Santa Clara, CA, USA). The eluted RNA was stored at −80 °C until further analysis. Only samples with RNA Integrity Number (RIN) > 9 were included in further analysis.

### 4.6. Gene Expression Analysis

Gene expression was evaluated using Bovine (V2) Gene Expression Microarray 4×44K oligonucleotide slides (Agilent Technologies, Santa Clara, CA, USA) and Two-Color Microarray-Based Gene Expression Analysis kit (Agilent Technologies, Santa Clara, CA, USA). Probe labeling, hybridization, signal detection, and data extraction were performed as described in a previous paper [83]. 

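The effect of the test on the counts was checked on values that were background-corrected and loess-normalized as before. With the methods' t-test on the 4 ratios of each comparison at the thresholds of the paper, 402 transcripts passed in both comparisons, 401 of them in the same direction (176 higher and 225 lower), and 0 passed after Benjamini-Hochberg adjustment. For an unpaired form of the methods' t-test between the channels of the 4 arrays, mean log2 intensities were also brought to one distribution across arrays. With it, 1111 passed in both, 1109 of them in the same direction. On the deposited log ratios, with no spot left out and no filter, the methods' t-test on 4 ratios gave 2530 common transcripts. Of these, 2498 had one direction, with 1007 higher and 1491 lower. That setting was chosen after seeing the paper's values.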

Differentially expressed genes were identified by the Gene Spring 13.0 software (Agilent Technologies, Santa Clara, CA, USA) using t-test with *p* ≤ 0.05 and fold change (FC) ≥ 1.3 as the criteria of significance. The data obtained in the microarray experiment were deposited in the National Center for Biotechnology Information (NCBI) Gene Expression Omnibus database (GEO) and numbered GSE151274. Sequences that were not assigned a gene name by the microarray manufacturer were compared with the NCBI Blastn Nucleotide base. Sequences not showing 100% complementarity with eukaryotic mRNA were excluded from further analyses.

### 4.7. qPCR Validation

To validate the microarray results, selected genes were examined using the qPCR technique. The mRNA sequences of genes were obtained from the NCBI Nucleotide database. Primer sequences were designed using the Primer3 (http://frodo.wi.mit.edu/primer3/) and Primer-Blast software (http://www.ncbi.nlm.nih.gov/tools/primer-blast/) and then checked using Oligo Calculator (http://www.basic.northwestern.edu/biotools/oligocalc.html) as described previously [84]. Primer sequences, annealing temperatures, and product length measurements are listed in Table S4. Glyceraldehyde-3-phosphate dehydrogenase (*gapdh*) was used for normalization as the reference gene [85]. qPCR was performed according to an earlier described methodology [86]. Results were calculated using the Livak method [87] and presented in ΔΔ*C*T as the ratio of verified target gene expression to the expression of the reference gene (*gapdh*) that was calculated as the arithmetic mean.

### 4.8. Statistical Analysis

Statistical analysis of microarray data was performed using the Gene Spring 13.0 software (Agilent Technologies, Santa Clara, CA, USA). The mRNA qPCR results were analyzed using Prism 5.0 (GraphPad Software, La Jolla, CA, USA). Statistical significance was checked by one-way analysis of variance (ANOVA) with Tukey’s post hoc testing considering *p*-value ≤ 0.05 as significant. The data are shown as mean ± standard error.

### 4.9. Functional Analysis

The results were subjected to ontological analysis using the following online available databases: Panther Classification System 7.0 (http://www.pantherdb.org) using a statistical overrepresentation test with Bonferroni correction; Database for Annotation, Visualization, and Integrated Discovery (DAVID v6 database 7; https://david.ncifcrf.gov/; with the Benjamini and Hochberg test correction (false discovery rate—FDR)). Pathway Studio Web (Elsevier, Amsterdam, Netherlands; https://mammalcedfx.pathwaystudio.com/) was used for the intergene interaction network design. In addition, during the development of data from microarrays, numerous internet databases, which are grouped in NCBI, such as GenBank, OMIM, PubMed, and iHOP, were used.

## Figures and Tables

**Figure 1:**
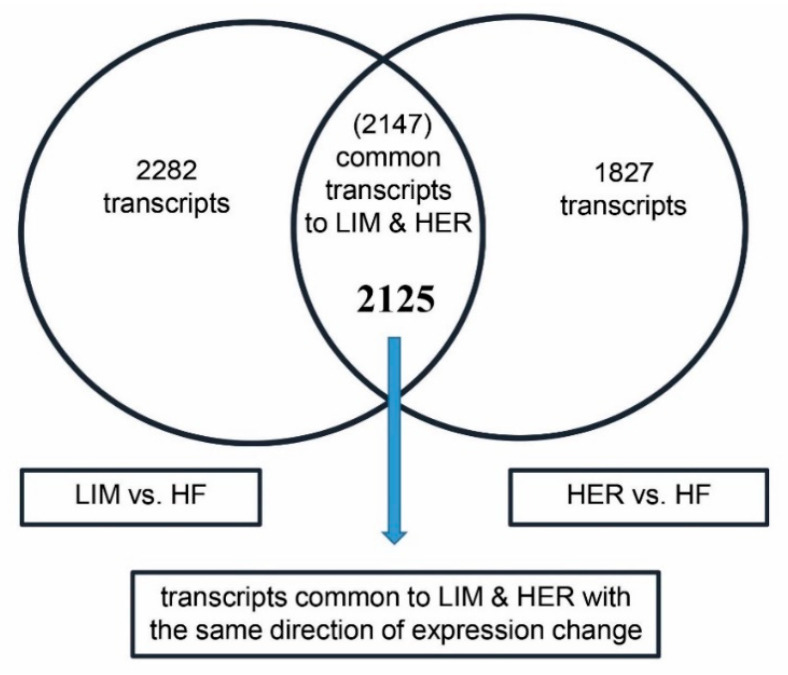
The number of transcripts identified as part of the comparison between primary cultures of semitendinosus muscle cells of beef breeds (Limousin (LIM) and Hereford (HER)) relative to the dairy breed (Holstein-Friesian (HF)), showing statistically significant differences in expression (*p* ≤ 0.05; fold change (FC) ≥ 1.3) (*n* = 4 for each breed).

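At the thresholds of Figure 1, 3572 of the 17631 probes tested passed in LIM only, 315 in HER only, and 1435 in both. The number in HER only was 1270 without background correction, 1888 with the log ratios of the scanner software, and 1153 with the outlying backgrounds replaced by the array median. It was 169 without HER replicate 1 and 532 without HER replicate 3. Passing in one comparison only does not show a difference between the breeds.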

**Figure 2:**
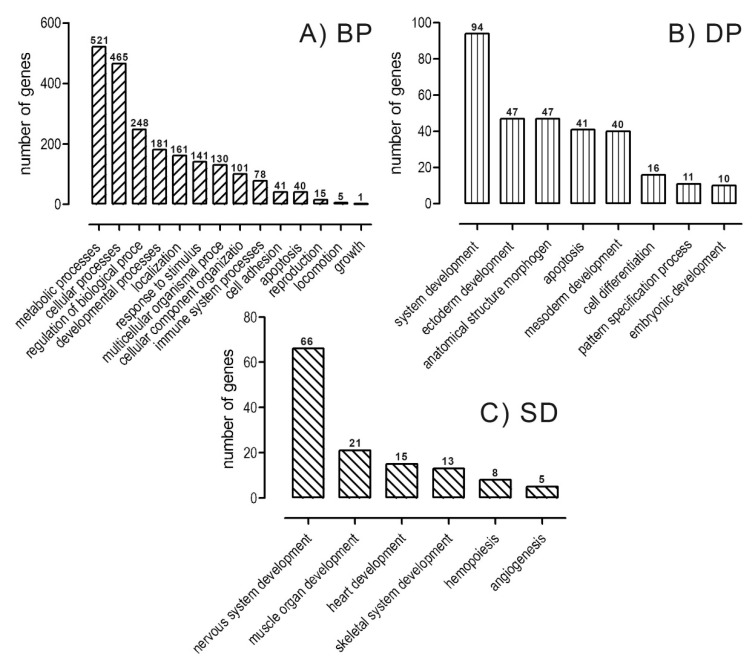
Functional classification of the identified genes that differed statistically significantly (*p* ≤ 0.05) in expression between proliferating muscle cells of 15-month-old bulls from beef breeds (LIM and HER) and HF, a dairy breed, in terms of their involvement (**A**) in biological processes (BP), (**B**) developmental processes (DP) and (**C**) system development (SD). Analysis was performed using the *Panther 7.0* software.

**Figure 3:**
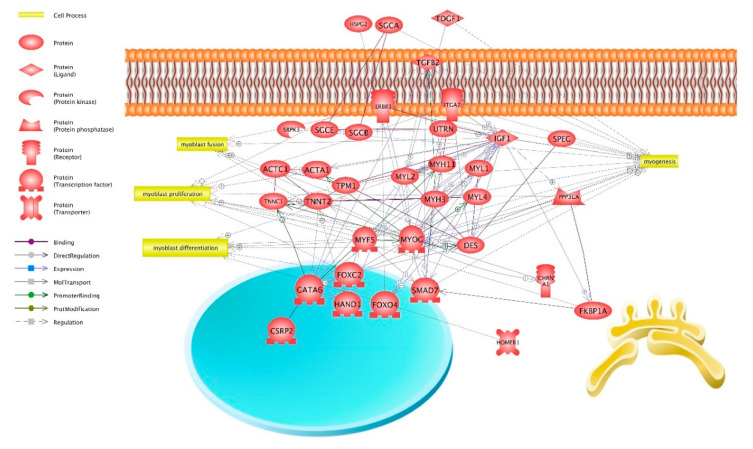
Intergene interaction network of identified common genes for beef breeds and their classification to biological processes associated with muscle organ development (*Pathway Studio*).

**Figure 4:**
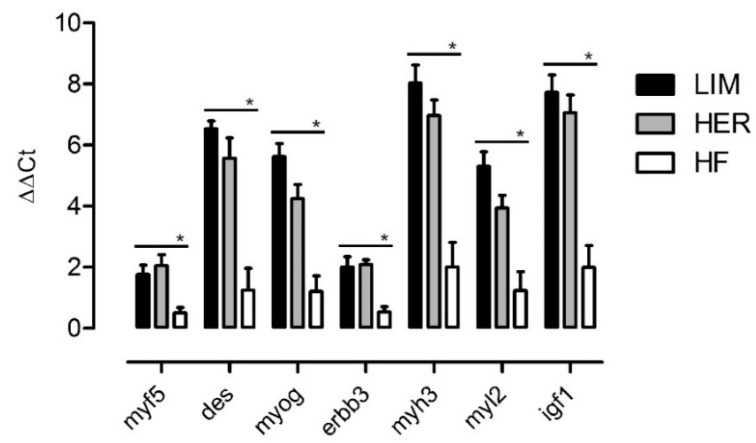
qPCR verification of selected genes associated with muscle organ development. The obtained results were statistically elaborated using one-way analysis of variance and Tukey’s multiple range test. Results are presented as mean ± standard error and are marked with asterisk * for *p* < 0.05; *n* = 4 for each breed; *gapdh*—reference gene; *GraphPad Prism 5* (GraphPad Software Inc., USA).

**Figure 5:**
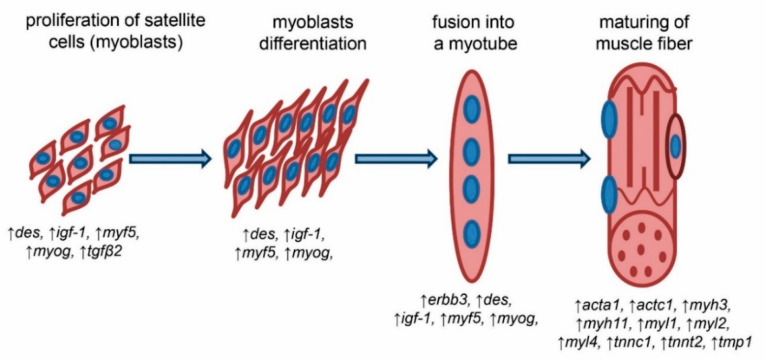
Involvement of the identified genes in processes associated with the development and maturation of muscle fibers.

**Table 1:** List of identified common genes associated with muscle organ development (Database for Annotation, Visualization, and Integrated Discovery—*DAVID*).

No.	Gene symbol	Gene name (GenBank Accession Number)	LIM vs. HF FC	HER vs. HF FC
1	*acta1*	Bos taurus actin, alpha 1, skeletal muscle (ACTA1), mRNA [NM_174225]	26.71	25.31
2	*unc45b*	unc-45 homolog B (C. elegans) [Source:HGNC Symbol;Acc:14304] [ENSBTAT00000003766]	22.15	10.91
3	*myh3*	Bos taurus myosin, heavy chain 3, skeletal muscle, embryonic (MYH3), mRNA [NM_001101835]	19.69	16.58
4	*myl2*	Bos taurus myosin, light chain 2, regulatory, cardiac, slow (MYL2), mRNA [NM_001035025]	15.10	8.60
5	*col11a1*	Bos taurus collagen, type XI, alpha 1 (COL11A1), mRNA [NM_001166509]	14.60	8.95
6	*actc1*	Bos taurus actin, alpha, cardiac muscle 1 (ACTC1), mRNA [NM_001034585]	12.39	8.16
7	*eln*	elastin [Source:HGNC Symbol;Acc:3327] [ENSBTAT00000057593]	12.10	8.66
8	*tnnt2*	Bos taurus troponin T type 2 (cardiac) (TNNT2), mRNA [NM_174771]	11.90	12.98
9	*myl1*	Bos taurus myosin, light chain 1, alkali; skeletal, fast (MYL1), mRNA [NM_001079578]	11.56	8.76
10	*igf1*	PREDICTED: Bos taurus insulin like growth factor 1 (IGF1), transcript variant X8, mRNA [XM_005206500]	11.10	13.75
11	*ttn*	titin [Source:HGNC Symbol;Acc:12403] [ENSBTAT00000061449]	9.10	4.27
12	*tnnc1*	Bos taurus troponin C type 1 (slow) (TNNC1), mRNA [NM_001034351]	8.07	5.69
13	*des*	Bos taurus desmin (DES), mRNA [NM_001081575]	7.51	5.54
14	*hspg2*	PREDICTED: Bos taurus heparan sulfate proteoglycan 2 (HSPG2), mRNA [XM_582024]	7.07	4.37
15	*myf5*	Bos taurus myogenic factor 5 (MYF5), mRNA [NM_174116]	5.32	2.61
16	*sgca*	PREDICTED: Bos taurus sarcoglycan alpha (SGCA), transcript variant X1, mRNA [XM_005220623]	4.90	4.57
17	*tpm1*	Bos taurus tropomyosin 1 (alpha) (TPM1), mRNA [NM_001013590]	4.87	4.38
18	*myl4*	Bos taurus myosin, light chain 4, alkali; atrial, embryonic (MYL4), mRNA [NM_001075149]	4.26	3.43
19	*myog*	Bos taurus myogenin (myogenic factor 4) (MYOG), mRNA [NM_001111325]	4.11	4.19
20	*tagln3*	Bos taurus transgelin 3 (TAGLN3), mRNA [NM_001034499]	3.38	2.97
21	*speg*	Bos taurus SPEG complex locus, mRNA (cDNA clone IMAGE:8085922), partial cds, [BC113258]	3.36	3.57
22	*itga7*	Bos taurus integrin, alpha 7 (ITGA7), mRNA [NM_001191305]	3.10	2.64
23	*erbb3*	Bos taurus v-erb-b2 erythroblastic leukemia viral oncogene homolog 3 (avian) (ERBB3), mRNA [NM_001103105]	2.91	1.57
24	*myl6b*	Bos taurus myosin, light chain 6B, alkali, smooth muscle and non-muscle (MYL6B), mRNA [NM_001075713]	2.91	2.33
25	*homer1*	PREDICTED: Bos taurus homer scaffolding protein 1 (HOMER1), transcript variant X2, mRNA [XM_015473042]	2.83	3.15
26	*sgce*	Bos taurus sarcoglycan, epsilon (SGCE), mRNA [NM_001075145]	2.59	2.11
27	*tgfb2*	Bos taurus transforming growth factor, beta 2 (TGFB2), mRNA [NM_001113252]	2.57	2.39
28	*chrna1*	Bos taurus cholinergic receptor, nicotinic, alpha 1 (muscle) (CHRNA1), mRNA [NM_176664]	2.46	2.82
29	*foxo4*	Bos taurus forkhead box O4 (FOXO4), mRNA [NM_001101277]	2.44	2.28
30	*myh11*	Bos taurus myosin, heavy chain 11, smooth muscle (MYH11), mRNA [NM_001102127]	2.24	3.88
31	*myl6*	Bos taurus myosin, light chain 6, alkali, smooth muscle and non-muscle (MYL6), mRNA [NM_175780]	2.18	1.62
32	*sgcb*	Bos taurus sarcoglycan, beta (43kDa dystrophin-associated glycoprotein) (SGCB), mRNA [NM_001102188]	2.13	1.83
33	*fkbp1a*	Bos taurus FK506 binding protein 1A, 12kDa, mRNA (cDNA clone IMAGE:7951983), partial cds. [BC102338]	2.05	1.80
34	*utrn*	Bos taurus utrophin (UTRN), mRNA [NM_001278561]	1.95	2.26
35	*hand1*	Bos taurus heart and neural crest derivatives expressed 1 (HAND1), mRNA [NM_001075761]	−2.84	−1.80
36	*csrp2*	Bos taurus cysteine and glycine-rich protein 2 (CSRP2), mRNA [NM_001038183]	−2.59	−2.34
37	*gata6*	GATA binding protein 6 [Source:HGNC Symbol;Acc:4174] [ENSBTAT00000007537]	−2.51	−1.75
38	*srpk3*	Bos taurus SRSF protein kinase 3 (SRPK3), mRNA [NM_001083390]	−2.27	−1.69
39	*smad7*	PREDICTED: Bos taurus SMAD family member 7 (SMAD7), transcript variant X1, mRNA [XM_005224231]	−2.27	−2.11
40	*ppp3ca*	Bos taurus protein phosphatase 3, catalytic subunit, alpha isozyme (PPP3CA), mRNA [NM_174787]	−1.73	−1.79
41	*tdgf1*	Bos taurus teratocarcinoma-derived growth factor 1 (TDGF1), mRNA [NM_001080358]	−1.72	−1.58
42	*foxc2*	Bos taurus forkhead box C2 (MFH-1, mesenchyme forkhead 1) (FOXC2), mRNA [NM_001193072]	−1.61	−1.49
43	*nf1*	Bos taurus neurofibromin 1 (NF1), mRNA, [Source:RefSeq mRNA;Acc:NM_001122728] [ENSBTAT00000015699]	−1.33	−1.49

FC ≥ 1.3; *p* ≤ 0.05; *n* = 4 for each breed. FC, fold change; LIM, Limousin; HER, Hereford; HF, Holstein-Friesian.

## Supplementary Materials

Supplementary materials can be found at https://www.mdpi.com/1422-0067/21/13/4794/s1.

## Abbreviations

7AAD	7-aminoactinomycin D
DAVID	Database for Annotation, Visualization, and Integrated Discovery
DMEM	Dulbecco’s Modified Eagle Medium
DMSO	Dimethyl sulfoxide
FBS	Fetal bovine serum
FC	Fold change
GAPDH	Glyceraldehyde-3-phosphate dehydrogenase
HER	Hereford
HF	Holstein-Friesian
HS	Horse serum
LIM	Limousin
NCBI GEO	National Center for Biotechnology Information Gene Expression Omnibus database
PBS	Phosphate-buffered saline
qPCR	Real-time polymerase chain reaction
RIN	RNA Integrity Number

How the deposited data were processed for this re-analysis (not part of the article)

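Gene expression was measured in primary cultures of muscle cells from semitendinosus muscle of LIM, HER, and HF bulls on 8 two-colour arrays, 4 of HER against HF and 4 of LIM against HF. Breed, dye of each channel, and replicate number were taken from the sample labels. The paper names a Bovine (V2) array, whereas the header of the scanner files gives a design number without a version, and the probes were used as the files list them.

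The authors deposited, for each array, the output of Feature Extraction 10.7.3.1, with the median intensity of each spot and of its local background in red (Cy5) and green (Cy3), marks for outlying spots and backgrounds, and a log10 ratio of red over green after the software's own background subtraction and dye normalization. The deposited table of the whole series holds the same log10 ratio. The design set before the data were examined assumed a mean spot intensity, which the files do not hold, so the median intensity was taken in its place.

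From the intensities, normexp background correction with an offset of 50, loess within each array, averaging of spots of one probe (21465 probes spotted 2 times and 10 spotted 6 times), and log2 beef breed over HF were computed with limma 3.58.1 in R 4.3.3. Control spots and spots marked as outliers were left out, and no spot was saturated. Of 21475 probes, 17631 were tested, those well above background in at least 4 of 16 channels. Between 68.8% and 85.2% of the probes were well above background in a channel. The arrays of both comparisons were fitted together (lmFit, eBayes) with a mean for each comparison. Calls were made at an unadjusted p of at most 0.05 and a fold change of at least 1.3, as in the methods of the paper, with the Benjamini-Hochberg adjusted count beside them. A model with a beef effect and a dye effect was fitted to the same arrays. With 4 arrays per comparison, precision is limited by their number.

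The background step was run in 3 versions, in this order. That design, with local backgrounds as measured, was run first and gives the values reported first throughout. Its results and the paper's values were then in view when spots with a marked local background were left out, and after that when marked local backgrounds were replaced by the median of the array. These later versions were tried because HER replicate 3 had 38 spots with a red local background above 500, up to 775167 against a median of 37, and HER replicate 2, LIM replicate 1, and LIM replicate 4 had 11, 15, and 5 such spots. For a time, the later versions were used in place of the first during the work, and the design was then restored. The count of common transcripts was 1435 in the first version, 2890 in the second, and 2897 in the third. Neither later version was part of the design, and 3 further settings on the series table were added with the paper's values in view. The tests of a dye effect, of the small ratios on HER replicate 3, of the HER count after adjustment, and of GAPDH were also chosen then.

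Genes named are those of Table 1, with GAPDH, PAX7, MYOD1, and MYF6, by a rule of the same design. That rule also asked for the 5 highest and 5 lowest named probes past the adjusted threshold in both comparisons, and 0 probes qualified. PAX7 had no matched probe. Names came from the RefSeq accession of a probe through a table on assembly ARS-UCD2.0 (7793 of 20693 accessions matched) and from the accessions of Table 1. No coordinates are given, since the array design rests on another assembly. Where a gene had several probes, the brightest was used. FOXO4 and SGCB had 2 probes each, which had one sign for SGCB and opposite signs for FOXO4, and GAPDH had 3, of one sign.

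Lists of marker genes for 9 cell types or states (satellite cells and myoblasts, differentiating muscle cells, fibroblasts, smooth muscle cells and pericytes, adipocytes, endothelial cells, macrophages and leukocytes, dividing cells, and reference genes) were written before they were tested, with camera at a preset correlation of 0.01 and with fry. The steps were tested on simulated data with 17629 probes. For common transcripts, 100% of the probes changed by a log2 of 2 and 97% of those changed by 1 were recovered, and 0.0918% of unchanged probes were called in both comparisons with the same sign. The noise was drawn for each probe and comparison separately, so it held no shared HF cultures and no correlation between probes. That share is thus no error rate for this design, where simulated shared HF cultures gave up to 920 common transcripts. For the model with a dye term, 100% of the probes changed by a log2 of 2 were recovered. Alternatives covered background correction, normalization, the filter on dim probes, the log ratios of the scanner software, the methods' t-test, adjustment of p, the fold change threshold, array weights, the replicate number as a block, and leaving out each array. The qPCR, microscopy, and ontology results of the paper were not analysed here.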

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

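Both tests in this part were chosen before their results were seen, although the replacement of outlying backgrounds used in one of them was chosen after seeing the data. Among 80 groups of 4 arrays, from the named genes in both comparisons, 2 had an array far from the other 3, by Dixon's test at its 95% critical value. For *acta1* in LIM, replicate 2 had a log2 ratio of 2.12 against 4.61 to 5.10 on the other arrays, and for *myl2* in LIM, the same replicate had 2.13 against 3.16 to 3.37. Chance picks out about 1 in 20 groups, and 2 of 80 is not more than that (exact binomial p = 0.914). That test takes the groups as independent, whereas both lie on LIM replicate 2, so chance is enough for their number only. LIM replicate 2 was also the lowest LIM array for some other muscle genes, such as *myh3* (3.08). It was not for others, such as *myl1* (3.07, against 0.96 on LIM replicate 4). A cause shared by genes on that array was not tested. Extreme local backgrounds were weighed as a technical explanation. The test counted HER groups, of which 0 had such an array, so the number could not fall, and the 6 found with the outlying backgrounds replaced do not decide it. LIM replicate 2 had no spot with a red background above 500. A difference between the bulls behind LIM replicate 2 and the others stays open and was not tested.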

How the results depend on the processing

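In this part, the settings that leave out or replace marked local backgrounds, and those on the series table with no spot left out, were chosen after seeing the data. The design gave 5007 LIM and 1750 HER transcripts, 1435 common ones (1433 with the same direction, 663 higher and 770 lower), 622 common genes, 25 Table 1 genes, 0 LIM minus HER transcripts in limma (1533 at an unadjusted p), 3284 with a beef effect beside a dye term, 61 called ratios of named genes, and 12 of 27 marker list tests. Counts that moved by more than 1.5 times follow, and except where said the cause was not tested.

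Background and normalization. Without background correction there were 4466 HER transcripts, 3196 common transcripts, 3182 with the same direction, 1732 higher, 1450 lower, 1241 common genes, 1 LIM minus HER transcript, and 5018 transcripts with a beef effect beside a dye term. The log ratios of the scanner software, equal to the series table, gave 6142 HER transcripts, 4254 common transcripts, 4170 with the same direction, 1909 higher, 2261 lower, 1540 common genes, 41 LIM minus HER transcripts, and 6723 transcripts with a beef effect beside a dye term. Median centring in place of loess gave 1151 HER transcripts, 7698 LIM transcripts, and 192 lower, so the split of common transcripts moved to 808 higher. Its median over all probes was 0.16 for LIM, against 0.01 with loess. Scaling between arrays after loess gave 1471 LIM transcripts, 620 common transcripts, 618 with the same direction, 287 higher, 331 lower, 202 common genes, 9 Table 1 genes, 1046 transcripts with a beef effect beside a dye term, 39 called ratios of named genes, and 7 marker list tests. Without a filter on dim probes there was 1 LIM minus HER transcript. Keeping only probes well above background in all 16 channels moved no count by more than 1.5 times.

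Test and threshold. The methods' t-test on 4 ratios gave 695 HER transcripts, 402 common transcripts, 401 with the same direction, 176 higher, 225 lower, 207 common genes, 7 Table 1 genes, and 38 called ratios of named genes, and with Benjamini-Hochberg adjustment 0 HER transcripts, 67 LIM transcripts, 0 common transcripts, 0 with the same direction, 0 higher, 0 lower, 0 common genes, 0 Table 1 genes, and 0 called ratios of named genes. Between channels it gave 13 Table 1 genes. Adjusted in place of unadjusted p in limma left 0 HER transcripts, 0 common transcripts, 0 with the same direction, 0 higher, 0 lower, 0 common genes, 0 Table 1 genes, and 32 called ratios of named genes. A fold change of at least 2, stricter by construction, left 304 HER transcripts, 1184 LIM transcripts, 267 common transcripts, 267 with the same direction, 172 higher, 95 lower, 136 common genes, 12 Table 1 genes, and 36 called ratios of named genes. Array weights gave 1422 LIM minus HER transcripts. Fry in place of camera left 5 marker list tests.

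Leaving out 1 array. The counts ranged over 801 to 2504 HER transcripts, 632 to 1972 common transcripts, 631 to 1968 with the same direction, 292 to 934 higher, 339 to 1034 lower, 302 to 815 common genes, 13 to 28 Table 1 genes, 0 to 176 LIM minus HER transcripts. Without HER replicate 1 the lowest of these counts were reached, apart from LIM minus HER, which reached its highest. Without HER replicate 4 there were 955 common transcripts and 15 Table 1 genes.

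Settings chosen after seeing the data. With marked backgrounds left out there were 4026 HER transcripts, 2890 common transcripts, 2882 with the same direction, 1564 higher, 1318 lower, and 1154 common genes. With them replaced there were 4050 HER transcripts, 2897 common transcripts, 2891 with the same direction, 1561 higher, 1330 lower, 1158 common genes, and 1 LIM minus HER transcript, and 1399 of the 1433 common transcripts of the design were among them. The series table with no spot left out gave 6147 HER transcripts, 4256 common transcripts, 4169 with the same direction, 1909 higher, 2260 lower, 1538 common genes, 46 LIM minus HER transcripts, and 6721 transcripts with a beef effect beside a dye term. The same with no filter and the methods' t-test gave 4891 HER transcripts, 2530 common transcripts, 2498 with the same direction, 1007 higher, and 1491 lower, and per spot 9360 HER transcripts, 10262 LIM transcripts, 4839 common transcripts, 4788 with the same direction, 1913 higher, and 2875 lower.

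Direction. Log2 values that changed sign were those of genes and lists not called under the design, apart from dividing cells in LIM. GAPDH (HER) went from -0.31 to 0.25 (no background correction), 0.28 (scanner log ratios), 0.28 (median centring), 0.28 (the series table), 0.014 (the dye term), 0.21 (marked backgrounds left out), 0.24 (replaced), 0.28 (the series table with no spot left out), -0.53 to 0.19 (leaving out 1 array). Reference genes (HER) went from -0.24 to 0.00413 (no background correction), 0.0621 (median centring), 0.16 (marked backgrounds left out). Macrophages and leukocytes (HER) went from 0.14 to -0.0611 (scanner log ratios), -0.00705 (no filter), -0.0611 (the series table), -0.0611 (the series table with no spot left out). Adipocytes (dye term) went from 0.0601 to -0.0481 (scanner log ratios), -0.0558 (median centring), -0.26 (all 16 channels), -0.0481 (the series table), -0.0481 (the series table with no spot left out), -0.0214 to 0.0794 (leaving out 1 array). NF1 (LIM) went from -0.34 to 0.16 (median centring). Adipocytes (LIM) went from -0.0829 to 0.0204 (median centring). Macrophages and leukocytes (LIM) went from 0.065 to -0.12 (median centring), -0.00107 (array weights), -0.0358 to 0.20 (leaving out 1 array). Dividing cells (LIM) went from -0.36 to 0.036 (median centring). MYL6 (HER) went from 0.0924 to -0.27 (scaling), -0.00338 (array weights), -0.19 to 0.64 (leaving out 1 array). Reference genes (dye term) went from 0.00339 to -0.39 (scaling), -0.0108 (array weights), -0.0711 to 0.24 (leaving out 1 array).

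The replicate numbers were checked as a pairing. Residuals of same-numbered arrays correlated at -0.01, -0.15, -0.12, and 0.32, so the numbers were not taken as pairs. The replicate number as a random block gave 1437 common transcripts and 24 Table 1 genes, and as a fixed block 0 LIM minus HER transcripts. Signal over background limits what can be tested, and 68.8% of the probes were well above background in the HER channel of replicate 3.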

Differences from the paper's values

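The settings named here were chosen before the data were examined, unless said otherwise. The paper gives 1300 common transcripts with lower expression, and 770 were found. The count came within 1.5 times of the paper's without background correction (1450) and without HER replicate 3 (1034), and not under the other settings of that kind. It also did with marked local backgrounds left out (1318) or replaced (1330) and with the series table under the methods' t-test with no filter (1491), all chosen after seeing the values. The 1435 common transcripts found, the 1433 with the same direction, and the 663 higher lie within 1.5 times of the paper's counts.

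The paper gives 1413 nonduplicated common genes, and 622 were found among probes with a name in the table used here, a different naming. Without background correction the number was 1241, and with the scanner log ratios or the equal series table 1540, both within 1.5 times, as it was for none of the other settings chosen beforehand. Marked backgrounds left out (1154) or replaced (1158) and the series table with no spot left out (1538) were also within it, and were chosen after seeing the values.

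The paper shows about 2300 transcripts in LIM only (Fig. 1, read by eye) and about 1800 in HER only (Fig. 1, read by eye), and 3572 and 315 were found. The LIM number came within 1.5 times without background correction (2620), with the scanner log ratios or series table (3086), with only probes well above background in all 16 channels (3311), with the methods' t-test on ratios (3011) or between channels (3395), with each comparison on its own arrays (3398), and without LIM replicate 1 (3362), 2 (3179), or 3 (3044) or HER replicate 3 (2983), and not under the others. The HER number did without background correction (1270), with the scanner log ratios or series table (1888), and with scaling between arrays (1952). Among settings chosen after seeing the values, LIM came to 2373 and 2390 with marked backgrounds left out or replaced, and LIM and HER to 3078 and 1891 with the series table with no spot left out and to 2828 and 2361 with the methods' t-test and no filter on it.

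Table 1 of the paper lists 43 genes as changed in both breeds, of which 37 were matched and 25 were called in both. Without background correction 31 of the 37 were called, and with the scanner log ratios or series table 36. With marked backgrounds left out or replaced 31 were called, with the series table with no spot left out 36, and with the methods' t-test and no filter on it 35, settings chosen after seeing the values. The gap to 43 includes the 6 genes that were not matched. Set against the 37 matched genes, the 25 of the design and the 28 without HER replicate 3 lie within 1.5 times too, and against 43 they do not.

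Fold changes of 37 genes in both comparisons were set beside Table 1, with a minus sign for lower expression. All 74 had the paper's direction, and 72 were smaller in size. With the scanner log ratios, 47 of the 74 were smaller and 66 lay within 0.01 of Table 1. Most of the gap in size thus came with the processing used here. The offset added to both channels in the background step makes ratios smaller by construction, most for dim probes. Its share in the gap was not tested on its own. For *unc45b* in LIM and HER and *ttn* in LIM, the HF channel was not well above background on any array, so the size of the change is uncertain and these are not counted as differing. The fitted values were 1.78 and 1.31 for *unc45b* against the paper's 22.15 and 10.91, and 1.33 for *ttn* against the paper's 9.1, and with the scanner log ratios or series table they were 22.2, 9.95, and 5.44. For *ttn* in HER, the HF channel was well above background on 1 array and the HER channel on 2. Its size is thus uncertain too, though it is counted below. Of the fold changes apart from *unc45b* in LIM and HER and *ttn* in LIM, 25 differed, by more than 1.5 times and by more than the SD of the log2 ratios between arrays. They were myl2 in LIM 7.84 against the paper's 15.1, eln in LIM 2.4 against the paper's 12.1, eln in HER 1.4 against the paper's 8.66, tnnt2 in LIM 3.44 against the paper's 11.9, tnnt2 in HER 1.98 against the paper's 12.98, myl1 in HER 2.75 against the paper's 8.76, ttn in HER 1.1 against the paper's 4.27, tnnc1 in HER 2.65 against the paper's 5.69, des in HER 2.28 against the paper's 5.54, myf5 in HER 1.59 against the paper's 2.61, myl4 in LIM 2.48 against the paper's 4.26, myl4 in HER 1.63 against the paper's 3.43, myog in HER 2.11 against the paper's 4.19, tagln3 in HER 1.82 against the paper's 2.97, erbb3 in LIM 1.39 against the paper's 2.91, homer1 in LIM 1.35 against the paper's 2.83, homer1 in HER 1.33 against the paper's 3.15, sgce in HER 1.31 against the paper's 2.11, chrna1 in HER 1.45 against the paper's 2.82, foxo4 in HER 1.33 against the paper's 2.28, myh11 in LIM 1.24 against the paper's 2.24, myh11 in HER 1.37 against the paper's 3.88, gata6 in LIM -1.29 against the paper's -2.51, gata6 in HER -1.09 against the paper's -1.75, srpk3 in LIM -1.49 against the paper's -2.27.

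With the scanner log ratios and the equal series table, all of these but *homer1* in LIM and HER came within 1.5 times of the paper's value. Under these settings 66 of the 74 fold changes lay within 0.01 of Table 1 and 2 differed. *Homer1* was read by a probe of another transcript and differed under each setting. Within 1.5 times of the paper's value were *myl2* LIM, *myl1* HER, *tnnc1* HER, *des* HER, *myf5* HER, *myl4* LIM, *myl4* HER, *myog* HER, *tagln3* HER, *sgce* HER, *chrna1* HER, *foxo4* HER, *gata6* HER, and *srpk3* LIM without background correction, *myl2* LIM with median centring, *tnnc1* HER, *myf5* HER, *myog* HER, and *tagln3* HER with scaling between arrays, *srpk3* LIM with array weights or without LIM replicate 4, and *myf5* HER, *tagln3* HER, and *sgce* HER without HER replicate 3. Under the other settings chosen beforehand, none came that close. Some fold changes stayed more than 1.5 times away and no longer counted as differing only because the SD between arrays was larger than the difference, which does not bring them to the paper's value. These were *myh11* HER (2.46) without background correction, *myl1* HER (2.88), *tnnc1* HER (2.7), *myf5* HER (1.65), *sgce* HER (1.36) with median centring, *des* HER (2.87), *chrna1* HER (1.77) with scaling, *tnnc1* HER (2.41) without HER replicate 1, *myl1* HER (3.51), *tnnc1* HER (2.75), *des* HER (2.56), *myl4* HER (1.86), *myog* HER (2.18) without HER replicate 2, and *myl1* HER (3.84), *des* HER (2.98), *myl4* HER (1.93) without HER replicate 3. With the marked backgrounds replaced or left out, both chosen after seeing the values, *tnnc1* HER, *des* HER, *myf5* HER, *myog* HER, *tagln3* HER, *sgce* HER, *chrna1* HER, *foxo4* HER, *gata6* HER, and *srpk3* LIM came within 1.5 times, and *myl1* HER and *myh11* HER only within the SD. The series table with no spot left out, also chosen then, gave the fold changes of the scanner log ratios.

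The paper lists *eln*, *ttn*, *erbb3*, *sgce*, *foxo4*, *myh11*, *myl6*, *gata6*, *srpk3*, *tdgf1*, *foxc2*, and *nf1* as changed in both breeds, and they were not called in both here. Called in both were *eln*, *ttn*, *sgce*, *foxo4*, *myl6*, and *srpk3* without background correction, *eln*, *ttn*, *erbb3*, *sgce*, *foxo4*, *myh11*, *myl6*, *gata6*, *srpk3*, *tdgf1*, *foxc2*, and *nf1* with the scanner log ratios or series table, and *eln*, *ttn*, *sgce*, *foxo4*, *myl6*, and *srpk3* with marked backgrounds replaced, the last chosen after seeing the values. With marked backgrounds left out, also chosen after seeing the values, the same genes as with them replaced were called in both. Scaling between arrays called *eln*, *sgce*, and *foxo4* in both, leaving out LIM replicate 1 *foxo4*, LIM replicate 4 *eln* and *foxo4*, HER replicate 2 *eln*, and HER replicate 3 *eln*, *foxo4*, and *myl6*. In the model with a dye term, where 1 beef effect stands for both breeds, *eln*, *sgce*, *foxo4*, and *srpk3* passed the adjusted threshold, and *myh11* and *myl6* the unadjusted one only. The paper describes *erbb3* and *myh11* as higher in both beef breeds, and the HER ratio of *erbb3* and the LIM ratio of *myh11* were higher without passing the threshold.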

Other observations

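The tests of a dye effect, of the small ratios on HER replicate 3, of the HER count after adjustment, and of *gapdh* were chosen only after the result was seen, and the replacement of marked backgrounds used in several of them was too.

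The 1433 common transcripts with one direction were weighed against chance and the design. Turning the sign of whole arrays gave a count as large in 1 of 100 drawn sign turns, the real one included, and for the beef effect beside a dye term it was also 1 of 100. These turns take the 8 arrays as independent, whereas both comparisons use HF cultures. They argue against chance among independent arrays only, and do not exclude chance overlap through shared HF cultures. For the 5007 LIM and the 1750 HER transcripts, a count as large came in 1 of 8 turns each. With 8 turns chance cannot be excluded, although the largest other counts were 2652 and 1003. For LIM minus HER, 2 of 35 splits of the arrays gave as many probes at an unadjusted p, and another split gave 3107 against 1533, so chance cannot be excluded there. A gene-specific dye effect as the source of one direction in both comparisons was argued against, since the dyes were reversed between them and their ratios still correlated at 0.831, with 1433 common transcripts in one direction and 2 in opposite ones. The dye effect of the model is the LIM minus HER difference divided by 2, so dye and breed cannot be told apart for transcripts that differ between LIM and HER, of which limma found 0 past the adjusted threshold, 1422 with array weights, 176 without HER replicate 1, and 41 with the scanner log ratios. HF cultures shared by both comparisons gave up to 920 common transcripts in simulations of unchanged groups and a correlation of up to 0.958, above the 0.831 observed, so a beef effect and an effect of the particular HF cultures cannot be told apart here, as which HF bull lay on which array is unknown.

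Ratios on HER replicate 3 were small, with an SD of 0.28 over probes, and 0 HER transcripts passed the adjusted threshold in limma (1750 at an unadjusted p), as with the methods' t-test. With marked local backgrounds replaced, the SD of that array was 0.52 and 2979 HER transcripts passed. HER replicate 2, with 11 spots above a red background of 500, went from 0.35 to 0.57, and LIM replicate 2, with 0 such spots, stayed at 0.64. LIM replicate 1, with 15 such spots, moved from 0.66 to 0.67, and LIM replicate 4, with 5, from 0.57 to 0.67. HER replicate 4, with 0 such spots, had a low SD both as measured and with backgrounds replaced (0.40 and 0.41), which such backgrounds do not account for. Without HER replicate 3, only 6 HER transcripts passed the adjusted threshold, with 3 arrays left, so that array alone was not shown to be the reason for the 0. Without background correction 3297 passed, and with the scanner log ratios 4302. Extreme local backgrounds in the background fit, on HER replicates 2 and 3, are a candidate explanation of both patterns. The test was made on the data in which they were seen. Weaker signal on HER replicate 3, with 68.8% of the probes well above background in the HER channel, was not tested directly, nor was a difference between the bulls. Both lie in the data under every background step. The counts of 3297, 4302, and 2979 thus argue against either alone as the reason for the 0. Whether they have a part in the small ratios stays open.

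Ratios were larger in LIM than in HER under the design, with a slope of HER on LIM of 0.509 over the probes. Scaling between arrays sets their spreads equal and says nothing on this. Replacing marked backgrounds gave a slope of 0.672. Noise in the LIM ratios lowers the slope, so its value for equal ratios is not known, and an effect of extreme local backgrounds is left open, as are slide, dye orientation, and breed, which cannot be separated by this design.

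Mean *gapdh* was lower in HER than in HF, at -0.31 on the log2 scale, with -1.81 on HER replicate 3, and higher in LIM, at 0.34, neither past the adjusted threshold in limma. The HER mean was 0.19 without HER replicate 3, 0.24 with marked backgrounds replaced, and above 0 also without background correction (0.25), with the scanner log ratios (0.28), and with median centring (0.28). With scaling between arrays it was -1.19. In LIM, median centring gave 0.98, past the unadjusted threshold. The test asked for a value near 0, and 0.24 is neither near 0 nor where it was, so an effect of extreme backgrounds on *gapdh* was left undecided.

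Lists of marker genes were tested in the model with a dye term, as the median log2 beef over HF. They gave 1.13 (4 of 4 genes higher; adjusted p = 0.0184 with camera and 0.00591 with fry) for satellite cells and myoblasts, 1.12 (12 of 12 genes higher; adjusted p = 1.54e-05 with camera and 0.00591 with fry) for differentiating muscle cells, 1.24 (9 of 11 genes higher; adjusted p = 0.0184 with camera and 0.0156 with fry) for fibroblasts, 0.61 (6 of 6 genes higher; adjusted p = 0.0464 with camera and 0.0514 with fry) for smooth muscle cells and pericytes, 0.06 (4 of 8 genes higher; adjusted p = 0.788 with camera and 0.22 with fry) for adipocytes, 1.02 (5 of 6 genes higher; adjusted p = 0.0736 with camera and 0.0916 with fry) for endothelial cells, 0.10 (2 of 3 genes higher; adjusted p = 0.56 with camera and 0.19 with fry) for macrophages and leukocytes, -0.34 (1 of 14 genes higher; adjusted p = 0.0184 with camera and 0.0916 with fry) for dividing cells, and 0.00339 (4 of 8 genes higher; adjusted p = 0.834 with camera and 0.968 with fry) for reference genes. Whether muscle cells themselves express the genes of the other lists was not tested, and 5 genes of the differentiating list, 1 of the satellite list, and 1 of the smooth muscle list are in Table 1, chosen on these samples. A larger share of muscle cells in the beef cultures predicts lower markers of every other cell type, whereas the fibroblast median was 1.24. That list went both ways, however, with *pdgfra* at -1.01 (limma adjusted p = 0.00534) and *dpt* at -0.84 (limma adjusted p = 0.00448) lower and *lum* at 1.24 (limma adjusted p = 0.00363) and *col1a1* at 2.16 (limma adjusted p = 0.00363) higher, so a larger share of muscle cells is left open. More differentiated cells predict lower genes of dividing cells beside higher differentiation genes. The median of -0.34 for dividing cells goes that way with camera, and did not pass with fry, and in LIM it was 0.036 with median centring in place of loess, which shifted the median of all LIM probes to 0.16. The satellite cell and myoblast list was higher too, at 1.13. It rests on 4 of its 10 genes, *myf5*, *myod1*, *cdh15*, and *ncam1*, and *pax7* had no matched probe. Whether these genes fall as muscle cells differentiate was not tested, so the list does not count for or against such a shift. More differentiated cells in the beef cultures are thus no more than a candidate explanation of the higher muscle genes. A larger share of muscle cells, the particular HF cultures, slide, and breed stay open.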
